A study of Mus musculus with 48 samples. Its data were reported in "Subcellular mRNA kinetic modeling reveals nuclear retention as rate-limiting" (2024).

How the data were processed

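The deposited files hold 1 value per gene and library for 48 libraries of polyadenylated RNA. Per the labels and the study's methods, the authors aligned reads with STAR and counted them with RSEM, scaled libraries on genes known to have long half-lives, and divided each time series by its 0 min level. The deposited values are therefore ratios to 0 min. Their headings name normalized read counts, but library medians at 30 min lay between 0.592 and 0.978, and their mean over replicates fell with time in each fraction. Genes at 0 are not listed, so a gene that vanished is missing from that library. The files state no depth, which is treated as unknown, and no interval or floor is given. Quotients between libraries of a fraction are those of whole numbers, so reads could in principle be inferred from the ratios, but no inferred read number is used here and no count-based test was run. The authors' scaling assumes that the reference genes do not decay, and it fixes the direction of slow changes. Of 23862 gene identifiers, 23786 matched a symbol in the reference table. Positions come from the GRCm38 annotation supplied with the data, a later release than the one the study used.

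Groups and replicate numbers were taken from the sample titles. The last time point is 240 min in the titles and in the study's analysis methods and 180 min in the protocol text, and 240 min was used. The design fixed before the data were examined assumed read counts, with a minimum mean of 10 (100 for named genes) and a pseudocount of 1. Ratios carry no expression level, so these were replaced: genes had to be listed in all 12 libraries of a fraction (all 48 for correlations and named genes), and log2 of the ratio was used with no pseudocount. For the same reason the localization of genes to membrane or cytosol, half-lives by localization, and the shares of RNA per fraction were not run, since they need levels that can be compared between fractions. Random lists for gene families could not be matched on expression.

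Slopes were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided, Benjamini-Hochberg adjusted p under 0.05), and the interaction of time with fraction was fitted on 24 libraries. Half-lives came from least squares of A·exp(-kt) on the linear scale in Python 3.11.15. Genes with k of 0 or less counted as longer than any finite half-life. Errors of half-lives and correlations are the SD over fits to each of the 3 replicate series. Families were taken by symbol: mt-; Rpl and Rps; Mrpl and Mrps; Nduf, Cox, Atp5, Uqcr and Sdh; and numbered Zfp, Sox, Klf, Fox, Gata and Pou genes. Pseudogenes were left out of families, but reads shared with pseudogenes of ribosomal protein genes cannot be excluded. Named genes were Nf1 and Tfrc, examples of the study, plus, in total and nucleus, the 3 shortest half-lives and 3 steepest rises among genes with an adjusted p under 0.05 and the same slope sign in each replicate series, skipping predicted genes. Another example, Myc, was not analysed here.

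The methods were tested on simulated data. With 200 changed genes among 12762, limma recovered 91.5% with 15 calls among unchanged genes, and the interaction recovered 89.0% with 13. The simulated noise was independent between genes, with no shift common to a library. Far fewer genes changed than were called in the real data. These rates therefore need not hold for the real libraries. Simulated half-lives of 60, 120, 240 and 480 min came back with medians of 60.2, 120.2, 242.2 and 474.8 min. Alternatives covered pseudocounts, filters, library scaling, blocks of replicate number and of harvest, limma without trend, each replicate left out, a straight line on the log scale, a shorter window, 180 min as last time, a fixed level at 0 min, and 1 nuclear library left out.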

Results

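Transcription was blocked with 1 µM flavopiridol, an inhibitor of the kinase that releases paused RNA polymerase II, in E14TG2a cells, a line of mouse embryonic stem cells. Polyadenylated RNA was then sequenced from the whole-cell extract (total) and from the nuclear, cytosolic and membrane fractions that digitonin and a stronger detergent separate. The data analysed here comprise 48 libraries, with 3 replicates at each of 30, 60, 120 and 240 min in each of the 4 fractions. Each value is the level of a gene relative to its level at 0 min in the same fraction, so a ratio of 1 means no change. The 0 min libraries themselves were not analysed here. A library listed between 15067 and 19501 genes. The files state ratios and no counts, so the read depth is treated as unknown and no counting error is given for single genes. Because each fraction is scaled to its own start, the ratios give the time course within a fraction and not the amount of a transcript in one fraction relative to another.

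The first question was how far transcript levels fell in each compartment after the block. Over the genes listed in all 12 libraries of a fraction, the median log2 ratio in total RNA was -0.22 ± 0.07 (SD, n = 3) at 30 min and -1.05 ± 0.06 at 240 min. In the cytosol it went from -0.09 ± 0.06 to -1.07 ± 0.04, and in the membrane fraction from -0.11 ± 0.02 to -1.08 ± 0.12. The nucleus started at -0.37 ± 0.35 and reached -1.52 ± 0.09. The wide spread of the nuclear 30 min libraries came from replicate 1, with a median of -0.76, whereas replicates 2 and 3 had -0.08 and -0.28. At 240 min the nuclear median was lower than that of each other fraction by more than the spread between replicates.

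**Figure D1:**
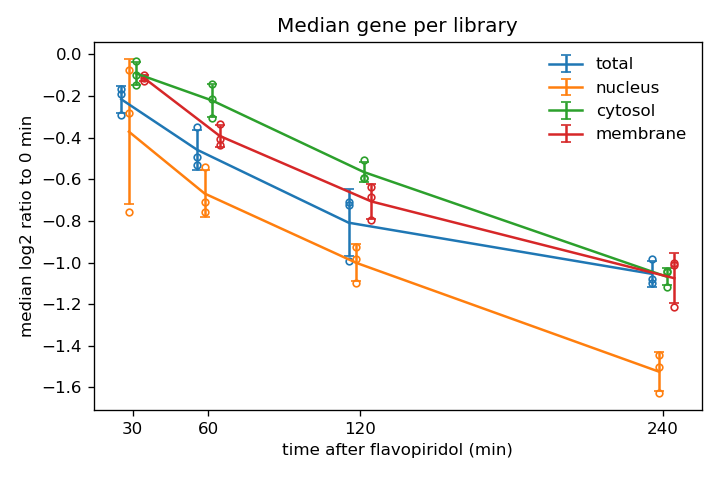
Median log2 ratio to 0 min over genes listed in all 12 libraries of a fraction (vertical axis) against minutes after flavopiridol (horizontal axis, fractions offset sideways for legibility). Open circles are single libraries, lines join the means of 3 replicates and bars are the SD; the nucleus reaches -1.52 at 240 min, below the 3 other fractions, and 1 nuclear library at 30 min lies at -0.76.

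Genes that changed with time were called with limma from the slope of the log2 ratio on time, with Benjamini-Hochberg adjustment over the genes of a fraction. In total RNA 7262 of 12762 genes fell and 432 rose. In the nucleus 8256 of 13343 genes fell and 443 rose. In the cytosol 8038 of 11979 genes fell and 353 rose, and in the membrane fraction 7718 of 12408 genes fell and 507 rose. The choice that moved these counts most was the library scaling. When each library was centred on its median gene, 3952 genes fell and 3685 rose in total RNA, so that a rise in those values is a rise relative to the median gene.

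The fall of each gene was then described by a single exponential, with the starting level fitted. The study treats such fits as aggregated turnover, apart from its rates of transition between compartments. In its model, mRNA leaves the nucleus by export, which supplies the cytosol and then the membrane. The half-lives below are therefore not those of decay within a compartment. The median half-life was 244 ± 13 min (SD over 3 single-replicate series) in total RNA, 213 ± 23 min in the cytosol and 219 ± 23 min in the membrane fraction. In the nucleus it was 176 ± 92 min, and the replicate series gave 303, 138 and 148 min, so the nuclear median differed from the others by less than its own spread. Without the nuclear 30 min library of replicate 1 it was 157 min. No finite half-life was obtained for 18.1% of genes in total RNA, 13.3% in the nucleus, 12.4% in the cytosol and 15.6% in the membrane fraction. The medians depended on the time window, and with 30, 60 and 120 min only the total median was 157 min. Library scaling moved the total median further, to 956 min with each library scaled to the same total. With libraries scaled to mt-encoded mRNAs it was 99.7 min.

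To ask whether compartments differ in their fall with time, whether by decay, export or supply, the difference in slope was tested directly. Between nucleus and cytosol, 2309 of 11232 genes (20.6%) differed at an adjusted p under 0.05 in limma. The slope was lower, meaning a faster fall, in the nucleus for 932 genes and in the cytosol for 1377 genes. This balance turned without replicate 1, with 683 genes falling faster in the nucleus and 569 in the cytosol, and with each library scaled to the same total, with 1386 and 1299. Of the 2309 genes, 51 rose in the nucleus while falling in the cytosol, and 35 did the reverse, each direction being significant in its own fraction. Between membrane and cytosol, 743 of 11086 genes (6.7%) differed, with a lower slope in the membrane fraction for 195 genes and in the cytosol for 548 genes. Here 32 genes rose in the membrane fraction and fell in the cytosol, and 13 did the reverse. Leaving out a replicate lowered all 4 counts, for example to between 207 and 683 for genes with the lower slope in the nucleus. The scaling that moved these counts most used mt-encoded mRNAs as the reference, with 7 and 1 genes left between nucleus and cytosol and 7858 and 2 between membrane and cytosol.

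The half-lives of each fraction were then set against those of total RNA, which contains every fraction. Across the 10694 genes listed in all 48 libraries, Spearman's rho with the total half-life was 0.791 ± 0.025 (SD over 3 replicate series) for the nucleus, 0.857 ± 0.015 for the cytosol and 0.882 ± 0.005 for the membrane fraction. Genes are not independent replicates, and no p-value is given. The single series gave lower values, between 0.688 and 0.737 for the nucleus. With the level at 0 min fixed at 1, the nuclear rho was 0.662.

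Gene families taken by symbol were compared with all genes of the same fraction. Genes of transcription factor families had short half-lives, with medians of 57.9 ± 5.3 min in total RNA (291 genes), 62.5 ± 28.7 min in the nucleus (309 genes), 54.4 ± 5.7 min in the cytosol (288 genes) and 60.3 ± 3.6 min in the membrane fraction (280 genes). In each fraction this median was shorter than that of all 10000 random lists of the same size. In total RNA it was 33.8 min with libraries scaled to mt-encoded mRNAs and 104 min with each library centred on its median gene. The share of transcription factor genes with a half-life above the median of all genes was 7.56 ± 0.52% in total RNA, 13.6 ± 1.2% in the nucleus, 7.64 ± 1.78% in the cytosol and 12.1 ± 1.1% in the membrane fraction. Cytosolic ribosomal protein genes stood at the other end, with 89.6 ± 1.7% above the median in total RNA, 83.6 ± 6.2% in the nucleus, 81.8 ± 3.2% in the cytosol and 84.1 ± 4.0% in the membrane fraction. In total RNA 38 of 67 had no finite half-life, and their median was 1217 ± 614 min in the nucleus and 1415 ± 97 min in the cytosol. Respiratory chain genes had medians of 3030 ± 827 min in total RNA, 733 ± 412 min in the nucleus, 1250 ± 419 min in the cytosol and 1012 ± 254 min in the membrane fraction. Between 81.5 ± 2.1% of them, in total RNA, and 87.7 ± 2.5%, in the cytosol, lay above the median of all genes. These long values lie far beyond the observation window and state only that little decline was seen under the authors' scaling. The respiratory chain median in total RNA was 199 min with libraries scaled to mt-encoded mRNAs. It was 910 min with 30, 60 and 120 min only and 920 min with the level at 0 min fixed at 1. With each library scaled to the same total it was not finite. Mitochondrial ribosomal protein genes had medians of 249 ± 31 min in total RNA, 230.2 ± 35.2 min in the nucleus, 249 ± 21 min in the cytosol and 203 ± 20 min in the membrane fraction, longer than 54.2%, 89.8%, 82.5% and 35.5% of random lists. In the nucleus 67.7 ± 16.2% of them lay above the median of all genes. Among mt-encoded genes 18 of 22 had no finite half-life in total RNA and 22 of 24 in the membrane fraction, whereas in the nucleus the median was 404 ± 106 min over 16 genes. The nuclear median stayed finite without any 1 replicate. It was not finite with 30, 60 and 120 min only (15 of 16 genes without a finite half-life) or with the level at 0 min fixed at 1 (11 of 16). Nor was it with each library scaled to the same total (9 of 16). With libraries scaled to mt-encoded mRNAs the values were 382 min in total RNA and no finite nuclear median. That scaling uses members of this family as its reference, so it cannot test the contrast. The study reads mt-encoded RNA in its nuclear fraction as a slight mitochondrial contamination. The cytosolic median of 483 min rested on 10 genes and had a spread larger than itself.

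Tfrc (ENSMUSG00000022797, GRCm38 chromosome 16, 32608920 to 32632794, plus strand), which encodes the transferrin receptor, fell in all 4 fractions. Its slope was -0.50 ± 0.06 log2 per h (SE) in total RNA (limma adjusted p = 6.27e-06), -0.60 ± 0.06 in the nucleus, -0.66 ± 0.04 in the cytosol and -0.48 ± 0.05 in the membrane fraction. In the membrane fraction its ratio was still 1.01 ± 0.07 (SD, n = 3) at 60 min and 0.332 ± 0.017 at 240 min, against 0.539 ± 0.057 and 0.139 ± 0.007 in the cytosol. Nf1 (ENSMUSG00000020716, chromosome 11, 79339693 to 79581612, plus strand) fell in the cytosol, by 0.34 ± 0.03 log2 per h (limma adjusted p = 1.70e-06). Its slope was 0.06 ± 0.06 in total RNA, 0.17 ± 0.10 in the nucleus and -0.0008 ± 0.036 in the membrane fraction, none of them past the threshold. The nuclear course was not a straight line. Its ratio was 0.859 ± 0.254 at 30 min and 0.879 ± 0.160 at 60 min, then 1.88 ± 0.19 at 120 min and 1.20 ± 0.10 at 240 min (SD, n = 3). The nuclear slope therefore does not show that Nf1 stayed level there. With each library centred on its median gene, the cytosolic call of Nf1 was lost and its slopes in total RNA and the nucleus, 0.29 and 0.48, passed the threshold. With the mt-encoded scaling the cytosolic call was lost too, and a fall in the membrane fraction, -0.30, passed it. The nuclear slope of Nf1 also passed the threshold over 30, 60 and 120 min only, at 0.82, with libraries scaled to the same total, at 0.37, and with the mt-encoded scaling, at 0.37. In total RNA it did so with the same total, at 0.22. The membrane call of Tfrc was lost with 30, 60 and 120 min only.

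The shortest half-lives in total RNA belonged to Birc5 (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743), Trim11 (ENSMUSG00000020455, chromosome 11, 58978093 to 58991458) and Brd8 (ENSMUSG00000003778, chromosome 18, 34598615 to 34624601). They were 11.8 ± 2.6, 12.5 ± 0.9 and 12.7 ± 2.4 min, shorter than the first sampling at 30 min. They rest mainly on the fall between 30 and 60 min. At 30 min the ratios of Trim11 and Brd8 in total RNA were still 0.683 ± 0.080 and 0.767 ± 0.104 (SD, n = 3). A fall from 1 at 0 min with these half-lives would have gone further by then. The fitted values therefore do not describe the fall before 30 min. The ratio of Birc5 in total RNA went from 0.470 ± 0.092 at 30 min to 0.079 ± 0.009 at 60 min. In the nucleus the shortest were Trim11 at 9.29 ± 3.09 min, Hnrnpk (ENSMUSG00000021546, chromosome 13, 58391142 to 58403343) at 9.84 ± 4.43 min and Birc5 at 10.3 ± 2.4 min. The nuclear call of Hnrnpk was lost with pseudocounts of 1 and 5, with the mt-encoded scaling and without replicate 3.

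The steepest rises in total RNA were those of Hrk (ENSMUSG00000046607, chromosome 5, 118164648 to 118189478), Armc9 (ENSMUSG00000062590, chromosome 1, 86154780 to 86278284) and Ubap1l (ENSMUSG00000086228, chromosome 9, 65361041 to 65380377), with slopes of 0.81 ± 0.07, 0.78 ± 0.15 and 0.76 ± 0.14 log2 per h (SE). The limma adjusted p of Hrk was 9.73e-07, and its ratio reached 4.46 ± 0.18 at 240 min from 0.693 ± 0.268 at 30 min. The rise of Ubap1l came from the 240 min libraries, and its slope over 30, 60 and 120 min was 0.0011. The call of Armc9 in total RNA was also lost over those times, at a slope of 0.56. In the nucleus the steepest were Prr15 (ENSMUSG00000045725, chromosome 6, 54325835 to 54330201), Armc9 and Cux1 (ENSMUSG00000029705, chromosome 5, 136248135 to 136567490), with 0.93 ± 0.09, 0.90 ± 0.12 and 0.73 ± 0.10 log2 per h. All positions are in GRCm38.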

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

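The explanations were written down before their tests were run, but leaving out the nuclear library was chosen after its low median had been seen.

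Between nucleus and cytosol 2309 genes differed in slope, and between membrane and cytosol 743 genes did, by a test of the difference itself. Relabelling the fractions within each time point gave as many genes in 4 of 100 relabellings for nucleus and cytosol and in 2 of 100 for membrane and cytosol, the real one included. The relabelling with the most genes gave 5189 for nucleus and cytosol and 874 for membrane and cytosol, more than the real grouping did. Labels swapped unevenly over the time points turn a difference in level between fractions into an apparent difference in slope. The relabelling therefore cannot decide whether the slopes differ. A difference between the library factors of the time series, as the whole cause, was argued against by the counts after each library was centred on its median gene, 3140 and 747. The low nuclear library at 30 min was not the whole cause either, since 2482 genes differed without it. Scaling to mt-encoded mRNAs left 7 and 1 genes between nucleus and cytosol. It raised the median difference in slope only from 0.026 to 0.073 log2 per h. Such a shift cannot by itself remove genes with the higher slope in the nucleus. This loss therefore cannot show whether the counts depend on the reference held constant. Between membrane and cytosol the same scaling took the median from 0.026 to -0.433 and gave 7858 and 2 genes. A reading of those counts as compartment biology depends on the reference. Differences in depth between fractions stayed untested because depth was treated as unknown. A compartment-specific turnover stays open as a hypothesis.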

How the results depend on the processing

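Alternatives fixed before the data were examined are joined by 6 chosen after seeing the data: the pseudocount of 1, genes listed in all 48 libraries, the level at 0 min fixed at 1, the straight line on log2 of the value with no pseudocount, the nuclear library left out, and a block of harvest. Falling genes outnumbered rising genes in all 4 fractions under the alternatives for pseudocounts, filters, scaling, replicate block, trend, left-out replicates and the shorter window, except in the nucleus with centring on the median gene. They did so in the nucleus without its 30 min library of replicate 1. Shares of families below are those of members with a half-life above the median of all genes. Where values changed, the cause was not tested, apart from the following points. Centring removes the common decline by construction. Each rescaling of libraries adds the same amount to the slopes of all genes listed in all 12 libraries of a fraction. Half-lives fitted to log2 of the value plus 1 are lengthened because a pseudocount compresses small ratios.

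With each library centred on its median gene, falling genes numbered 3952 (total), 3912 (nucleus), 3787 (cytosol), 3770 (membrane). Rising genes numbered 3685 (total), 3933 (nucleus), 3666 (cytosol), 3576 (membrane). Slope differences numbered 2078 (higher in nucleus), 306 (lower in membrane). The rank correlation with total was 0.826 (nucleus), 0.904 (membrane). Shares above the median half-life were 48.4% (mitochondrial ribosomal protein, total), 8.93% (transcription factor, total), 75% (mt-encoded, nucleus), 47.7% (mitochondrial ribosomal protein, membrane). The membrane slope of Nf1, near 0 in the main fit, changed sign to 0.26 through the shift common to all genes. With each library scaled to the same total, falling genes numbered 5362 (nucleus), 4662 (cytosol), 4896 (membrane). Rising genes numbered 2559 (total), 2283 (nucleus), 2581 (cytosol), 2275 (membrane). Slope differences numbered 355 (lower in membrane), 361 (higher in membrane). Median half-lives were 956 min (total), 537 min (nucleus), 1059 min (cytosol), 820.0 min (membrane). Spearman's coefficient with total was 0.817 (nucleus), 0.900 (membrane). Of family members, the shares above the median were 48.4% (mitochondrial ribosomal protein, total), 8.59% (transcription factor, total), 87.5% (mt-encoded, nucleus), 9.72% (transcription factor, cytosol), 47.7% (mitochondrial ribosomal protein, membrane). The membrane slope of Nf1, near 0 in the main fit, changed sign to 0.18 through such a common shift. With libraries scaled to mt-encoded mRNAs, falling genes numbered 2741 (nucleus), 3305 (cytosol). Rising genes numbered 26 (total), 26 (membrane). Slope differences numbered 7 (lower in nucleus), 1 (higher in nucleus), 7858 (lower in membrane), 2 (higher in membrane). Median half-lives were 99.7 min (total), 371 min (nucleus), 463 min (cytosol), 69 min (membrane). The rank correlation with total was 0.834 (cytosol), 0.769 (membrane). Family shares were 57.8% (mitochondrial ribosomal protein, total), 84% (respiratory chain, total), 5.15% (transcription factor, total), 87.5% (mt-encoded, nucleus), 79.4% (cytosolic ribosomal protein, membrane). The slope of Nf1 in total RNA, 0.06 in the main fit, changed sign to -0.199 through such a common shift. With 30, 60 and 120 min only, falling genes numbered 5273 (nucleus). Rising genes numbered 109 (total), 226 (nucleus), 144 (cytosol), 271 (membrane). Median half-lives were 157 min (total), 189 min (cytosol), 152 min (membrane). Spearman's coefficient with total was 0.683 (nucleus), 0.739 (cytosol), 0.676 (membrane). Shares above the median half-life were 83.6% (cytosolic ribosomal protein, total), 64.1% (mitochondrial ribosomal protein, total), 8.59% (transcription factor, total), 79% (respiratory chain, cytosol), 41.5% (mitochondrial ribosomal protein, membrane), 79.5% (respiratory chain, membrane), 13.6% (transcription factor, membrane). With a pseudocount of 5, slope differences numbered 189 (lower in nucleus), 819 (higher in nucleus), 116 (lower in membrane), 187 (higher in membrane). With a pseudocount of 0.1, slope differences numbered 504 (lower in nucleus). With a pseudocount of 1, slope differences numbered 210 (lower in nucleus), 795 (higher in nucleus), 106 (lower in membrane), 192 (higher in membrane). With a straight line on log2 of the value plus 1, median half-lives were 706 min (total), 619 min (nucleus), 544 min (cytosol), 612 min (membrane). The rank correlation with total was 0.823 (cytosol), 0.875 (membrane). Of family members, the shares above the median were 92.5% (cytosolic ribosomal protein, total), 46.9% (mitochondrial ribosomal protein, total), 10.7% (transcription factor, total), 56.2% (mt-encoded, nucleus), 92.5% (cytosolic ribosomal protein, nucleus), 85.7% (respiratory chain, nucleus), 21.4% (transcription factor, nucleus), 11.5% (transcription factor, cytosol), 47.7% (mitochondrial ribosomal protein, membrane), 15% (transcription factor, membrane). With a straight line on log2 of the value, median half-lives were 269 min (total). Spearman's coefficient with total was 0.835 (nucleus), 0.902 (membrane). Family shares were 48.4% (mitochondrial ribosomal protein, total), 9.28% (transcription factor, total), 75% (mt-encoded, nucleus), 47.7% (mitochondrial ribosomal protein, membrane), 13.6% (transcription factor, membrane). With the last time point at 180 min, median half-lives were 181 min (total), 164 min (cytosol), 164 min (membrane). The rank correlation with total was 0.87 (membrane). With the level at 0 min fixed at 1, median half-lives were 195 min (total), 249 min (cytosol). Spearman's coefficient with total was 0.662 (nucleus), 0.812 (cytosol), 0.721 (membrane). Shares above the median half-life were 82.1% (cytosolic ribosomal protein, total), 60.9% (mitochondrial ribosomal protein, total), 62.7% (cytosolic ribosomal protein, nucleus), 79.2% (respiratory chain, nucleus), 60% (mt-encoded, cytosol), 79% (respiratory chain, cytosol), 79.4% (cytosolic ribosomal protein, membrane), 50.8% (mitochondrial ribosomal protein, membrane), 80.8% (respiratory chain, membrane). With genes listed at least once at each time point and in at least 6 libraries, shares above the median half-life were 85.1% (cytosolic ribosomal protein, total), 12% (transcription factor, total), 78.1% (respiratory chain, nucleus), 17.1% (transcription factor, nucleus), 9.66% (transcription factor, cytosol), 47.8% (mitochondrial ribosomal protein, membrane). With genes listed in all 48 libraries, shares above the median half-life were 83.8% (respiratory chain, total), 6.49% (transcription factor, total), 10.7% (transcription factor, nucleus), 85.2% (cytosolic ribosomal protein, cytosol), 47.6% (mitochondrial ribosomal protein, membrane). Without the nuclear 30 min library of replicate 1, 416 genes rose in the nucleus, and 1176 genes had the lower and 1306 the higher slope there than in the cytosol. In the same fits, shares above the median half-life were 11.7% (transcription factor, nucleus).

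Across the 3 fits that each left out one replicate, rising genes ranged from 255 to 342 (total), 263 to 330 (nucleus), 235 to 266 (cytosol), 304 to 374 (membrane). Genes with a slope difference from the cytosol ranged from 207 to 683 (lower slope in nucleus), 337 to 694 (higher slope in nucleus), 81 to 89 (lower slope in membrane), 126 to 249 (higher slope in membrane). The rank correlation with the total half-life ranged from 0.742 to 0.786 (nucleus), 0.828 to 0.839 (cytosol), 0.85 to 0.867 (membrane). Shares in percent above the median half-life ranged from 85.1 to 89.6 (cytosolic ribosomal protein, total), 50 to 54.7 (mitochondrial ribosomal protein, total), 81.5 to 85.2 (respiratory chain, total), 7.22 to 8.25 (transcription factor, total), 87.5 to 100.0 (mt-encoded, nucleus), 80.5 to 85.7 (respiratory chain, nucleus), 11.3 to 14.9 (transcription factor, nucleus), 80 to 100.0 (mt-encoded, cytosol), 80.3 to 86.4 (cytosolic ribosomal protein, cytosol), 82.7 to 86.4 (respiratory chain, cytosol). The slope of Nf1 in the membrane fraction, near 0 throughout, ranged from -0.0214 to 0.0145 log2 per h.

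Within a fraction, replicate numbers did not pair the libraries. Deviations of same-numbered libraries across times correlated between -0.09 and 0.27, with means of 0.05 in total, -0.01 in the nucleus, 0.04 in the cytosol and 0.03 in the membrane fraction. Fractions of one number and time share a harvest by the protocol. Their deviations correlated weakly, from 0.03 to 0.17 (mean 0.06) over the 12 pairs of cytosol and membrane, from 0.02 to 0.25 (mean 0.08) over those of total and cytosol, and from -0.10 to 0.06 (mean 0.01) over those of nucleus and cytosol. With harvest as a block, 1063 genes had the lower and 1603 the higher slope in the nucleus than in the cytosol, and 253 and 706 in the membrane fraction. With the replicate number as a block, 7250 genes fell and 437 rose in total RNA, and 857 genes had the lower and 1251 the higher slope in the nucleus than in the cytosol, and no count of calls moved by over 1.5 times.

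Among single genes and family medians, 380 values were counted as unchanged under the alternatives and 84 moved. Of the slopes, 9 lost their call, 7 gained one and 5, all of Nf1, changed sign. A slope counted as unchanged when its sign and call were kept, whatever its size. That of Birc5 in total RNA, -1.50, was -0.027 with a pseudocount of 5 and -2.68 with 30, 60 and 120 min only. In every fraction, families with no finite median in the main fit were left out of these counts. So were family medians that became not finite under an alternative. The respiratory chain median with each library scaled to the same total is an example. With centring on the median gene, the median half-lives of all genes were not finite by construction and no value is given. Not run were the minimum mean of 100, the count-based test, and the alternatives for localization and for shares of RNA per fraction, because the files state ratios without depth or levels and no read numbers were inferred for use. Depth being treated as unknown limits what can be said of single genes.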

Other observations

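The tests of the nuclear library and of the rates after 120 min were chosen after the low median and the slowing had been seen.

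Assigning the 12 libraries of a fraction to other time points gave as many changing genes in 1 of 100 assignments, the real one, in each of total, nucleus, cytosol and membrane.

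The nuclear library of replicate 1 at 30 min had a median log2 ratio of -0.76, against -0.08 and -0.28 in the other replicates. Gene by gene and after centring, it lay 0.504 of the way along the change from 30 to 60 min, whereas replicates 2 and 3 gave -0.48 and -0.54, values that themselves use replicate 1 as a reference. One factor for every gene, as the whole cause, is argued against by this share. A library taken later than its label cannot be told apart from a faster response, because the share lies midway between a 30 and a 60 min library. No biological explanation was tested.

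The fall of the median gene was 0.40 ± 0.07 log2 per h (SD, n = 3) between 30 and 120 min and 0.12 ± 0.08 between 120 and 240 min in total RNA. In the membrane fraction the rates were 0.40 ± 0.05 and 0.18 ± 0.09, in the cytosol 0.32 ± 0.07 and 0.25 ± 0.02, and in the nucleus 0.42 ± 0.27 and 0.262 ± 0.003. The rates were taken within a replicate number, although replicate numbers did not pair the libraries. The SDs and the comparisons within 1 SD below therefore rest on an arbitrary pairing. The nuclear medians themselves had an SD of 0.09 at 120 min and 0.09 at 240 min, so 0.003 understates the spread. A last harvest at 180 min, as in the protocol text, could account for part of the slower fall after 120 min. With it the later rates were 0.25, 0.37, 0.50 and 0.52 in total, membrane, cytosol and nucleus, and 3 of the 4 fractions had equal rates before and after 120 min within 1 SD, against 2 with the label of 240 min. The cytosol, equal with 240 min, was then faster after 120 min than before. The 2 labels cannot be told apart by this, because decay need not follow a single exponential.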
